A study of Danio rerio with 2 samples.

How the data were processed

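Single-cell RNA sequencing was performed on cells released when the scales of adult zebrafish (Danio rerio) were scraped off. There were 2 libraries, 1 from the uninfected group (control) and 1 from the group given Listeria monocytogenes through a puncture wound (infected). Listeria monocytogenes is a bacterium that multiplies inside host cells. Cells were collected 4 days after infection, per the labels. Per the labels' protocols, the suspension was filtered, red blood cells were lysed with an ammonium chloride buffer, and libraries were made with droplet-based 3' chemistry from 10x Genomics. The number of fish behind each library is not given in the sources used here.

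The deposited files hold counts of unique molecular identifiers (UMIs) per gene and barcode, made with Cell Ranger 6.1.2 per the file headers. The genome build and annotation are not given in the sources used here, so no coordinates are printed. Both deposited feature lists, given as gene identifiers paired with symbols (unit: other), hold the same 36351 genes with 36109 distinct symbols, and genes are named as the files pair them. No barcode held fewer than 500 UMIs, so barcodes had been selected before deposit.

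Barcodes with under 200 genes, or with over 20% of UMIs from the 12 genes whose symbols mark them as mitochondrial, were removed. Doublet scores were computed per library with Scrublet in scanpy 1.11.5, and the cells with the highest scores were removed, at 0.8% per 1000 barcodes. Counts were scaled per cell and log-transformed, and 2000 variable genes, 30 principal components and 15 nearest neighbours were used for Leiden clustering at resolution 1 (igraph 0.11.9). The libraries were clustered together with no batch integration. Other tools were Python 3.11.15, anndata 0.12.19, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0 and matplotlib 3.10.9. The random seed was 0.

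Clustering gave 35 clusters. The marker lists, the gene panels, the rule for named genes and the alternatives were fixed before the data were examined, apart from alternatives stated as added. A marker counted as detected in a cluster at 3 times the median CPM (UMI counts scaled to a common library total) of the other clusters, with 10 CPM added to both, and a UMI in 10% of cells. A cluster took the class with the highest mean log2 fold if it had at least 3 detected markers. It stayed unnamed where more markers of another class were among its top 10 genes, where UMIs were low with no own marker among those genes, where its leading genes went against the name, or where no class led clearly. A clear lead was a mean log2 fold of 1.5 with a ratio of 1.3 over the next class, or at least 2 own markers among the top 10 genes. The scoring thresholds were set after seeing the clusters. They left 11 clusters unnamed, and the report gives their shares. Epidermal-like pools superficial and basal epidermal clusters.

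With 1 library per group no test was possible. No p-value and no count of changed genes was made from cells. Shares carry exact Clopper-Pearson 95% intervals, and differences of shares carry an interval combined from those limits. Summed counts carry exact Poisson intervals, and their ratios carry exact conditional binomial intervals. All of these cover counting error only, and not variation between fish or preparations. The intervals on summed counts treat UMIs as independent, so they also leave out variation between cells of a library. UMIs were summed over the kept cells of a class and library and expressed as CPM, and the log2 ratio of infected over control was taken per gene. A gene at 0 in one library was set to a floor of 3 UMIs. Panel medians used members with at least 20 UMIs over both libraries, and their intervals came from 1000 Poisson redraws of the counts. Each median was placed among 10000 random lists of equal size matched on mean expression in 20 bins. This percentile describes these libraries. Classes with at least 50 cells in each library were compared.

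For shares of T-like cells with a UMI of a lineage gene, every T-like cell was thinned to 1307 UMIs, the 10th percentile over both libraries, and shallower cells were left out. This left out 164 control and 50 infected cells. Epidermal-like cells thinned in the same way gave the background, and macrophage-like cells did so for gata3, which epidermal-like cells carried more often. That class was chosen after the shares were seen. Of 28 lineage genes listed, 24 were matched by symbol in the feature lists.

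Genes were named by a fixed rule. It took the lineage genes, the 3 largest and 3 smallest ratios per panel over all cells and in T-like cells, and the 5 largest and 5 smallest ratios over all cells and per class. The last part used genes with at least 100 CPM and 30 UMIs in the higher library and left out cell type markers, globin genes and mitochondrial genes. In the last part, a gene that leads any cluster is not reported as a difference of a class. A lineage or panel gene that leads a T-like cluster is not reported as a difference of T-like cells. Where a named lineage or panel gene leads a cluster of another class or an unnamed one, that cluster is given.

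The alternatives changed the cell filter (all barcodes, or at least 500 genes and at most 10% mitochondrial UMIs), doublet removal (none, or 2 times the share), the Leiden resolution (0.5 or 2), the joint clustering, the definition of T-like cells (at least 2 UMIs over T cell markers and no UMI of cd79a, cd79b or pax5), the genes or depth used for clustering, the scaling, the thinning and the minimum UMIs of panel members. Assignment of every cluster to its best-scoring class, taking T-like cells only from clusters with a T cell marker among their top 10 genes, and summing T-like cells without the cluster led by cell-cycle genes, were added after seeing the data, as were the effector panel medians within single T-like clusters.

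The calculations were tested on simulated counts with 200 changed genes. The counts were Poisson draws, so the coverage of the ratio intervals does not test variation between cells. For infected against control over all cells, with 18945 genes, 100.0% of the changed genes had the right direction and 96.5% of their intervals held the true ratio. For T-like cells, with 11501 genes, these were 100.0% and 94.0%. A panel set to a true median of 0.99 in T-like cells was returned as 0.96, with an interval of 0.93 to 1.00. The interval for a difference of T-like shares held the true value in 95.05% of 2000 draws.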

Results

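Cells attached to or released with the scales of adult zebrafish were profiled by single-cell RNA sequencing in 1 control and 1 infected library. The design addresses how the cell populations of the scale-associated tissue differ 4 days after infection with Listeria monocytogenes, with attention to lymphoid cells. There was no replicate in either group, so every difference below is between these 2 libraries, and intervals cover counting error only. No wounding of the control group is described here, so effects of the puncture wound are not separated from those of infection. The control library held 3728 barcodes and 23158270 UMIs, with a median of 3331 UMIs and 1149.5 genes per barcode. The infected library held 4934 barcodes and 59103869 UMIs, with a median of 7042 UMIs and 1984 genes. After filtering, 3324 control cells (median 3650.5 UMIs) and 4529 infected cells (median 7505 UMIs) were kept, and 102 and 186 cells had been removed by doublet score. The infected cells were thus more deeply counted, and shares of cells with a UMI were compared after thinning.

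T-like cells made up 1064 of 3324 control cells (32.01%, 95% interval 30.4 to 33.6) and 1071 of 4529 infected cells (23.6%, 22.4 to 24.9), a difference of -8.36 percentage points (-10.4 to -6.33). The size of this difference depended on the clustering. It was -0.23 percentage points when each library was clustered on its own, and it became 13.1 percentage points when T-like cells were taken from single-cell marker UMIs in place of clusters. Those markers include ccr9a, which macrophage-like and neutrophil-like cells also carried, so that value may include such cells. The T-like class also rests on clusters 3 and 7, which held 578 control and 395 infected cells. They had 8 and 9 detected T cell markers, but none of these was among their top 10 genes. Cluster 3 was led by gzma, nitr2b and gzm3.3, and cluster 7 by FP236331.1, ccl20a.3, xcl32a.1 and nitr4a, with nitr6b, il23r and ccr6a further down. Innate lymphoid cells can express such genes, so the border between T-like and NK or innate lymphoid-like cells is uncertain. With T-like cells taken only from clusters with a T cell marker among the top 10 genes, which also sets aside the cycling cluster 9, the difference was -0.90 percentage points (-2.37 to 0.552). T-like and NK or innate lymphoid-like cells pooled made up 34.7% (33.1 to 36.4) of control and 25.3% (24.1 to 26.6) of infected cells. Among leukocyte-like cells, the T-like share was 66.0% (63.7 to 68.4) of 1611 control cells and 33.5% (31.8 to 35.1) of 3200 infected cells.

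Macrophage-like cells rose from 243 control cells (7.31%, 6.45 to 8.25) to 1405 infected cells (31.0%, 29.7 to 32.4). Across the alternatives the difference stayed positive, and it was lowest, at 13.7 percentage points, without doublet removal. Different clusters held most macrophage-like cells in each library. Cluster 4 held 79.0% of the control cells, while clusters 2 and 8 held 669 and 329 of the infected cells against 20 and 12 in the control. Neutrophil-like cells rose from 134 (4.03%, 3.39 to 4.76) to 510 (11.3%, 10.4 to 12.2). B-like cells rose from 32 (0.963%, 0.659 to 1.36) to 116 (2.56%, 2.12 to 3.06). Epidermal-like cells fell from 674 (20.3%, 18.9 to 21.7) to 216 (4.77%, 4.17 to 5.43). Cluster 20 of this class, with 140 control cells and 0 infected cells, and cluster 28, with 1 and 89, were each nearly of 1 library, so each can be that library and not a cell type. NK or innate lymphoid-like cells went from 90 (2.71%, 2.18 to 3.32) to 77 (1.70%, 1.34 to 2.12), and this direction reversed under 2 alternatives. Ionocyte-like cells numbered 116 in the control and 1 in the infected library. Fibroblast-like shares, at 2.71% and 2.52%, and mucous-like shares, at 1.59% and 1.21%, did not differ beyond counting error.

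**Figure D1:**
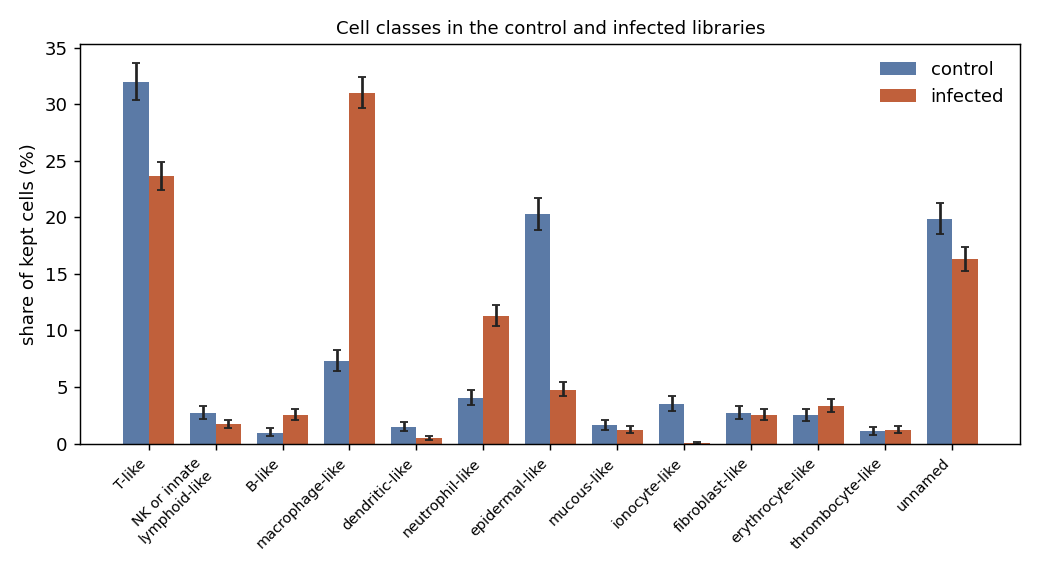
Share of kept cells (%) in each cell class for the control and infected libraries, with exact 95% binomial intervals as error bars. Macrophage-like cells went from 7.31% to 31.0%, and epidermal-like cells from 20.3% to 4.77%.

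Unnamed clusters held 661 control cells (19.9%) and 738 infected cells (16.3%). Their best-scoring class was macrophage-like for 4.09% of control and 11.83% of infected cells, and neutrophil-like for 3.73% and 1.46%. The latter is cluster 14, with neutrophil markers but led by il4 and cpa5 among others, which held 124 control and 66 infected cells. With every cluster given its best-scoring class, the neutrophil-like difference was 4.96 percentage points in place of 7.23.

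Gene panels were compared on summed UMIs. Over all cells, the median log2 ratio of all genes with at least 20 UMIs was -0.19, so a panel is read relative to that shift. The interferon panel (39 members) had a median log2 ratio of 0.74 (0.66 to 0.79) over all cells, above all of 10000 random lists, with 35 members higher. Median-of-ratios scaling moved it most, to 1.04. Its largest ratios were in cxcl11.1 (LL0000008481, 22.3 to 578 CPM), mxb (LL0000019775, 0.508 to 8.84 CPM) and mxc (LL0000019776, 26.9 to 420.0 CPM). Its smallest were in gbp4, ccl19a.1 and irf1a, at -1.03, -1.34 and -1.88. The inflammatory panel (33 members) had a median of 1.09 (1.05 to 1.12), with 21 members higher and 12 lower. The largest ratios were 6.99 for hamp (LL0000011924), 4.25 for saa (LL0000024161) and 4.06 for acod1 (LL0000000172). The smallest were -0.98 for socs3a, -2.56 for cxcl8b.1 and -2.76 for irg1l. Of these genes, cxcl11.1, saa, cxcl8b.1 and irg1l lead clusters 8, 28, 15 and 6, whose shares differed between the libraries. Composition enters these sums, since macrophage-like cells were a larger share of the infected library.

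In T-like cells, where the all-gene median was -0.02, the interferon panel median was 0.59 (0.47 to 0.69; percentile 99.97) and the inflammatory median was 1.02 (0.57 to 1.1957), above all random lists. Macrophage markers also rose in these cells, by a median of 1.74 on the log2 scale, so RNA from other cells may be present in the values. The interferon genes with the largest ratios were cxcl11.1, with 2 control and 203 infected UMIs, ccl19a.1 (10 and 468) and cxcl20 (1 and 34). Of these, cxcl11.1 and cxcl20 lead macrophage-like clusters 8 and 2. The proliferation panel was higher in T-like cells, at 0.58 (0.52 to 0.64), led by ccnb1 (LL0000005161), pcna (LL0000021440) and mcm3 (LL0000018770) at 1.2982, 1.01 and 0.98. It fell to -0.19 at Leiden resolution 0.5, to -0.25 with marker-gated T-like cells and to -1.04 (-1.18 to -0.73) with T-like cells from clusters with a T cell marker among the top 10 genes. Cluster 9, led by cell-cycle genes, held 165 infected T-like cells and 48.6% of the infected T-like UMIs, against 81 cells and 23.1% in the control, so summed T-like values weigh these cells heavily. Without that cluster the proliferation median in T-like cells was 0.62 (0.47 to 0.71), no lower than with it, and within the cluster it was -0.34 (-0.40 to -0.27).

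The T cell effector and regulatory panel was lower in T-like cells, at -0.49 (-0.65 to -0.42; percentile 0.0), with 12 members higher and 22 lower. This value depended on the clustering. It was -0.10 (-0.22 to 0.18), an interval that holds 0, when each library was clustered on its own, and -1.09 with marker-gated T-like cells. With T-like cells from clusters with a T cell marker among the top 10 genes it was 0.28 (-0.12 to 0.44). The mix of T-like clusters also differed between the libraries. Cluster 7 went from 25.1% to 12.7% of T-like cells and from 21.9% to 7.22% of their UMIs. Cluster 1 went from 33.6% to 47.5% of T-like cells but from 25.9% to 20.2% of their UMIs. Within single clusters the panel median was 0.18 (-0.13 to 0.38) in cluster 1, -0.56 (-0.67 to -0.39) in cluster 3, -0.25 (-0.44 to -0.041) in cluster 7 and -0.19 (-0.46 to -0.034) in cluster 9. The panel members xcl32a.1 and ccr6a lead cluster 7, so their lower T-like values are not separate from its lower share. Within the panel, gzm3.2 (LL0000011891) and foxp3a (LL0000010624) had the largest ratios, at 2.99 and 2.62, followed by ifng1, which leads cluster 3, and il17a/f3, il22 and nkl.4 the smallest, at -2.13, -2.31 and -2.62. The class II panel did not differ beyond counting error in T-like cells, at 0.12 (-0.13 to 0.24). Over all cells it was -0.34, and -0.04 under median-of-ratios scaling. The dissociation response panel, immediate early and heat shock genes that respond to handling, was lower in T-like cells, at -0.53 (-0.70 to -0.36), with egr1 (LL0000009456) at 322 control and 57.1 infected CPM.

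**Figure D2:**
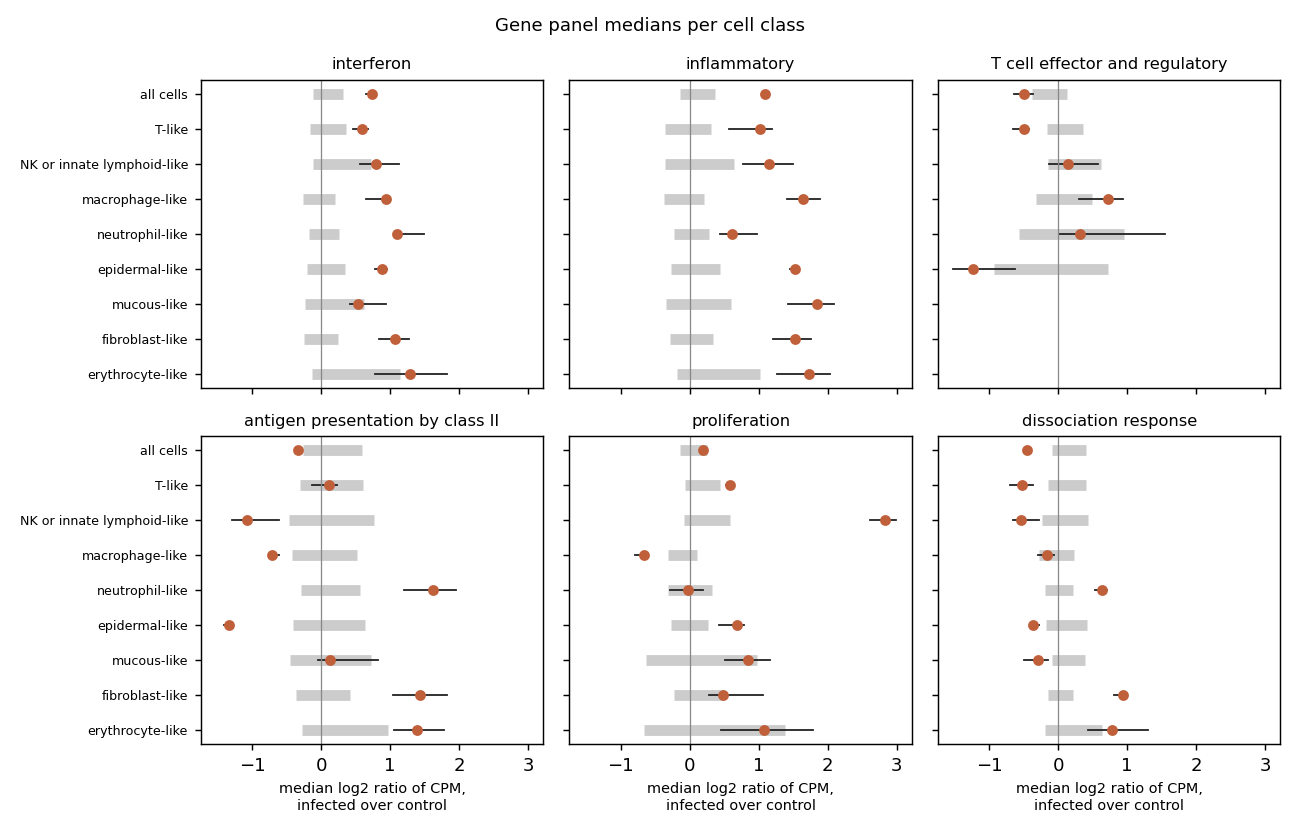
Median log2 ratio of CPM, infected over control, for 6 gene panels (one per frame) over all cells and in each class with at least 50 cells in each library. Points are medians, black lines 95% counting intervals, and grey bars the central 95% of 10000 random lists matched on expression. Interferon and inflammatory medians lie above 0 in every class drawn, with the mucous-like interferon median inside its grey bar, and the other 4 panels differ in direction between classes.

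Lineage genes were compared in 900 control and 1021 infected T-like cells thinned to 1307 UMIs each. Unthinned T-like cells had a median of 3027 and 4842 UMIs. Several of these genes also served to name the clusters. Of the lineage genes, foxp3b, ccr7 and tcf7 lead cluster 1, gzma, gzmk and ifng1 lead cluster 3 and cd8b leads cluster 33, so no difference of T-like cells is reported for these 7 genes. A UMI of lck (LL0000013559) was found in 17.2% (14.8 to 19.9) of control and 9.01% (7.33 to 10.9) of infected cells. The unthinned shares, 34.1% and 40.1%, went the other way, as depth differed. For il7r (LL0000012689) the thinned shares were 48.8% (45.5 to 52.1) and 33.8% (30.9 to 36.8), and for rorc (LL0000023865) 8.11% (6.41 to 10.1) and 3.43% (2.40 to 4.74). CPM fell for each of these 3 genes, to 78.9, 291 and 18.95 CPM in the infected library. Epidermal-like cells at the same depth had a UMI of rorc in 0.186% of control and 0.0% of infected cells, where 538 and 210 cells were deep enough. Their median depths were 6142 and 16485.5 UMIs before thinning.

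Shares of tbx21 (LL0000030049) were 2.56% (1.63 to 3.81) and 4.60% (3.40 to 6.07), with 19.3 and 47.6 CPM. The difference, 2.05 percentage points (0.311 to 3.79), lay above 0 but reversed under 2 alternatives. Shares of foxp3a were 1.89% (1.104 to 3.01) and 3.62% (2.56 to 4.96), with 14.7 and 90.4 CPM and a difference of 1.74 percentage points (0.194 to 3.29). Its CPM rest on few cells, as 2.63% of control and 4.95% of infected T-like cells had a UMI of it before thinning. The share of cells with a UMI of cd8a rose from 7.67% to 11.9%, but its CPM fell from 99.9 to 71.8, so no direction is read. A UMI of gata3 was found in 9.33% and 6.37% of T-like cells, a difference of -2.97 percentage points (-5.49 to -0.492), with 103 and 50.5 CPM. Without thinning its share rose. Epidermal-like cells, with 19.14% and 11.9%, give no background for this gene. The gata3 share fell there too, with a difference of -7.24 percentage points (-12.6 to -1.14). In NK or innate lymphoid-like cells it went from 13.5% to 2.74%, a difference of -10.8 percentage points (-21.0 to -1.12). The lower gata3 share is therefore not read as a difference of T-like cells. In macrophage-like cells thinned to the same depth, with medians of 9727 and 15726 UMIs before thinning, 0.840% (0.102 to 3.0024) and 0.0775% (0.0020 to 0.431) had a UMI of it. Shares of sox13, at 1.0% and 1.27%, did not differ beyond counting error, and cd44a was found in 0 and 2 of the thinned T-like cells. Both had higher shares in epidermal-like cells. The share of cd4-2.2 fell from 2.78% to 1.18%, a difference of -1.60 percentage points (-3.02 to -0.299), with lower CPM. It fell likewise in macrophage-like cells, from 3.78% (1.74 to 7.06) to 1.08% (0.594 to 1.81), so it is not read as a difference of T-like cells. Shares of cd4-1 were also higher in macrophage-like cells, at 25.2% and 10.9%, than in T-like cells, at 9.11% and 8.03%. The interval of the difference in shares held 0 for trdc, cd4-1, eomesa, il4, il13, lef1 and ccr9a. The CPM of several of these differed beyond counting error. On the log2 scale they were lower for il4, at -1.87 (-2.26 to -1.49), trdc (-1.01), ccr9a (-0.59) and cd4-1 (-0.20), and higher for il13, at 1.91 (1.14 to 2.78). The il13 value rests on few cells, as 1.31% of infected T-like cells had a UMI of it before thinning, and over all cells its log2 ratio was -0.50. Of these genes, il4 and il13 lead the unnamed clusters 14 and 25, and eomesa leads cluster 32, which is NK or innate lymphoid-like. A UMI of ccr9a was also found in 20.6% and 37.7% of macrophage-like and in 27.5% and 44.6% of neutrophil-like cells at the same depth, so these cells carried it more often in the infected library.

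**Figure D3:**
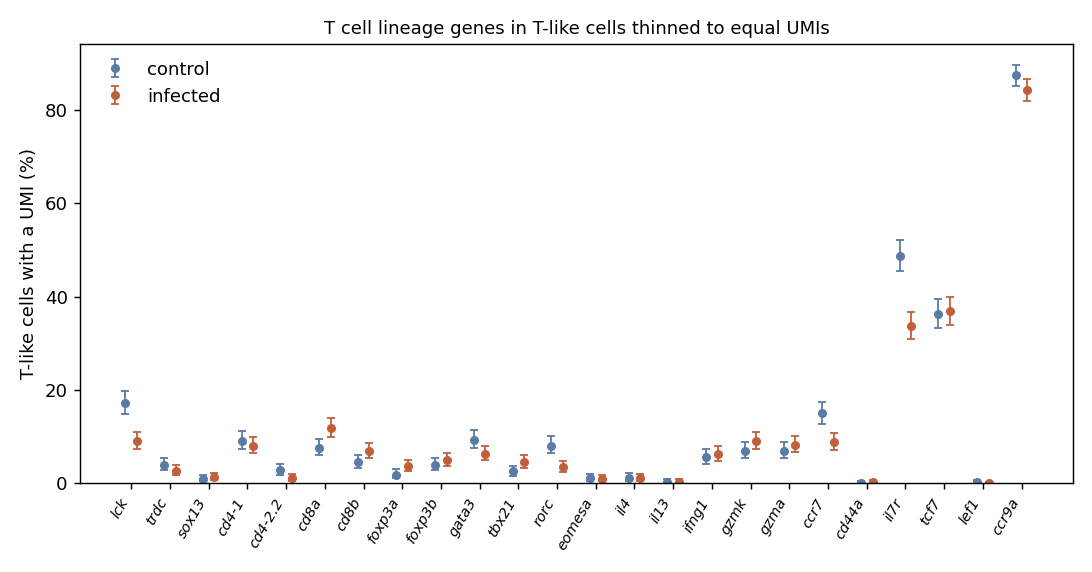
Share of T-like cells (%) with at least 1 UMI of each lineage gene after thinning to 1307 UMIs, in the control and infected libraries, with exact 95% intervals. The shares of lck, il7r and rorc are lower in the infected library, for example 17.2% against 9.01% for lck.

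Of 90 genes and classes picked as largest ratios, 38 genes lead a cluster and are not reported as differences of the class. In T-like cells, the others with higher values in the infected library were zgc:194101, txn and hbegfb, which went from 18.6 to 329, from 30.8 to 514 and from 9.21 to 149 CPM. XLOC_028703 fell from 154 to 4.50 CPM, LOC101884617 from 183 to 32.3 CPM and her9 from 555 to 100.1 CPM. With cells thinned to 1000 UMIs, which weighs cells equally, the log2 ratios of these 6 genes were 4.12, 2.93, 5.47, -4.27, -1.63 and -1.72 in the same order. In macrophage-like cells, BX908782.2 and f3b rose by 4.33 and 3.46 on the log2 scale, and ly6m5, CU499330.1, LOC101884617, scinla and tppp3 were lower, at -5.32, -2.51, -2.23, -2.18 and -2.05. Neutrophil-like cells were mixed differently in each library, as cluster 5 held 48.5% of the control and 82.4% of the infected cells and cluster 18 held 51.5% and 17.6%. In these cells stat1b went from 2 to 545 UMIs, a log2 ratio of 5.35 (3.49 to 8.3952), and zgc:194101 from 2 to 409 UMIs. In cells thinned to 1000 UMIs they had 0 control UMIs each and 74 and 67 infected UMIs, so the ratios were at least 2.63 and 2.48 on the log2 scale. XLOC_028703, the gene LL0000025097, nfil3, abcc13 and wu:fi09b08 were lower there, between -4.09 and -2.18. In NK or innate lymphoid-like cells, of which cluster 32 held 51 control and 8 infected cells, ckbb went from 99 to 4 UMIs, si:ch211-234p6.9 from 47 to 2, spi1b from 152 to 10 and gata3 from 41 to 3. There, ccl38a.4 went from 0 to 316 UMIs, kpna2 from 1 to 92 and zgc:152791 from 1 to 65. In this class the control UMIs of si:ch211-234p6.9 came from 5 of 90 cells. The infected UMIs of ccl38a.4 and kpna2 came from 11 and 12 of 77 cells. The values of these genes thus rest on few cells. In epidermal-like cells LOC795897 went from 1 to 1044 UMIs, si:dkeyp-32g11.8 from 10 to 1479 and LOC100536949 from 3194 to 0. In mucous-like cells zgc:174917, acod1 and il1b went from 1, 1 and 2 to 211, 127 and 133 UMIs, and wu:fj19g03 from 798 to 4. The infected UMIs of zgc:174917 came from 5 of 55 cells, and those of acod1 and il1b from 20 and 14. After thinning to 1000 UMIs, zgc:174917 had 0 control and 13 infected UMIs, so a few cells carry its value. The control UMIs of wu:fj19g03 came from 12 of 53 cells. In fibroblast-like cells si:ch211-198c19.3 and mxc went from 2 and 1 to 451 and 118 UMIs. In the same class col10a1b, paplnb, si:ch1073-441p17.1, clec3bb and scinla went from 260, 70, 116, 63 and 59 to 0, 1, 0, 0 and 3. The control UMIs of col10a1b, paplnb and si:ch1073-441p17.1 came from 2 of 90 cells each. Those of clec3bb came from 3 and those of scinla from 16. The first 4 values thus rest on very few cells and are not read as differences of the class. In erythrocyte-like cells CR318588.3, cxcr4b, CR936442.1 and txn went from 2, 2, 2 and 1 to 178, 138, 111 and 46 UMIs. XLOC_028703, si:dkey-193p11.2, hprt1l and pabpc1b went there from 44, 63, 49 and 32 to 3, 9, 19 and 19. The UMIs of si:dkey-193p11.2 came from 7 of 83 control and 9 of 151 infected cells, so a few control cells carry its fall. Over all cells, LOC100536949 and wu:fj19g03 were lower, with 74 and 94 control cells carrying a UMI against 3 and 9 infected cells.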

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

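Tests in this part were written down before their values were computed, except those of the dissociation response panel and of the cycling clusters, which were chosen after their results were seen. The subtraction of a macrophage-like profile was added once the marker values had been seen, before its own result. The differences between classes were not tested themselves. Each was noted because a panel's median lay on opposite sides of 0 in 2 classes, beyond the counting intervals of both.

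The T cell effector and regulatory panel was 1.22 higher in macrophage-like than in T-like cells on the log2 scale, at 0.73 against -0.49. In macrophage-like cells the T cell markers had a median of 0.75 (0.12 to 1.07), as large a rise as the panel. Such cells should lack most of these markers, but cd4-1 was found in them more often than in T-like cells. The marker ccr9a was found in 20.6% of control and 37.7% of infected macrophage-like cells at equal depth. The marker rise thus does not separate free RNA of T-like cells, or doublets, from expression by the macrophage-like cells themselves. Each stays possible for the macrophage-like value, and a response of the cells was not tested.

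The class II panel was 2.95 higher in neutrophil-like than in epidermal-like cells, at 1.62 against -1.33. In neutrophil-like cells the macrophage markers rose by 2.33, more than the panel. Free RNA of macrophage-like cells, or doublets, may therefore account for the rise, and a response of the cells stays open and untested. Subtraction of the macrophage-like profile at the level of its markers gave a median of -1.72, but it left 6 of 10 members at the floor and the profile is assumed, so this value decides nothing. In epidermal-like cells a changed mix of clusters cannot be told apart from a change within clusters. The median was -0.71 in cluster 6 and 0.57 in cluster 15, and clusters 20 and 28 were nearly of 1 library each.

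The proliferation panel was 3.50 higher in NK or innate lymphoid-like than in macrophage-like cells, at 2.84 against -0.66. Cluster 23 held 69 of the 77 infected and 39 of the 90 control cells of the former class. In that cluster alone the median was still 2.22 (1.98 to 2.36), so a changed mix of the 2 clusters does not account for most of the rise. In macrophage-like cells the median without cluster 26, led by cell-cycle genes, was -0.16 (-0.33 to -0.021), near the all-gene median of -0.14. Within that cluster it was -0.42 (-0.52 to -0.28), with 19 control cells. A changed share of the cycling cells cannot be told apart from a change within them, since so few control cells were there. T-like cells were also higher, at 0.58. Without cluster 9, led by cell-cycle genes, the T-like median was 0.62, so a changed share of that cluster is not the whole cause. A changed mix of the other T-like clusters stays open, as the median fell to -1.04 without the clusters that lack a T cell marker among their top 10 genes. Infection, the puncture wound and differences between the fish stay open, as 1 library stands for each group.

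The dissociation response panel was 1.47 higher in fibroblast-like than in NK or innate lymphoid-like cells, at 0.93 against -0.54. In cluster 23 alone the NK or innate lymphoid-like median was -0.20 (-0.34 to -0.040), so the changed mix of the 2 clusters may account for most of that decrease. If handling had differed and had acted on all cells alike, all clusters would have moved together. Of the 12 named clusters with at least 50 cells in each library, 3 lay above 0 and 5 below, beyond their intervals and the range of random lists. The 3 were of neutrophil-like, erythrocyte-like and fibroblast-like cells, and the 5 were 4 T-like clusters and the mucous-like cluster. The 2 epidermal-like clusters, macrophage-like cluster 4 and neutrophil-like cluster 18 stayed within the random range, although the epidermal-like and macrophage-like medians lay below 0. Handling that acts differently on each class stays open, as does infection.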

How the results depend on the processing

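The assignment of every cluster to its best-scoring class, the T-like class limited to clusters with a T cell marker among their top 10 genes, and the T-like sums without the cycling cluster, were chosen after seeing the data. Of 74 class share differences under alternatives, 36 stayed within the counting interval of the reported value, 35 moved beyond it in the same direction and 3 reversed. Of 150 panel medians these numbers were 104, 42 and 4, of 231 lineage shares 171, 53 and 7, and of 263 single-gene ratios 138, 122 and 3. Moves of values whose own interval held 0 include changes of sign. The cause was not tested unless stated. Differences of shares are in percentage points, infected minus control, and panel values are median log2 ratios. The macrophage-like, neutrophil-like, B-like and epidermal-like differences kept their direction under every alternative run for them.

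With T-like cells gated on markers, the T-like difference reversed to 13.1. The gate counts UMIs in cells that differ in depth between the libraries. Its markers include ccr9a, found at equal depth in 20.6% of control and 37.7% of infected macrophage-like cells, and in 27.5% and 44.6% of neutrophil-like cells. They also include cd4-1, which macrophage-like cells carried. The gate may thus take in such cells, so its values are not read as those of T-like cells alone. The T-like share of leukocyte-like cells then differed by -5.86, and the T-like medians were -1.09 for the effector and regulatory, -0.45 for the class II, -0.25 for the proliferation (reversed) and -0.27 for the dissociation response panel. The cd8a, cd8b and tbx21 shares reversed, to -2.66, -0.44 and -0.11.

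With T-like cells only from clusters with a T cell marker among the top 10 genes, the T-like difference was -0.90 and that among leukocyte-like cells -9.17. The T-like medians were 0.28 for effector (reversed), 0.36 for class II, -1.04 for proliferation (reversed) and -0.077 for dissociation response. The alternative sets aside 3 of the T-like clusters, the cycling one among them.

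With each library clustered on its own, the T-like difference was -0.23, the macrophage-like 21.7, and the T-like share of leukocyte-like cells -21.5. The T-like effector median was -0.10 (-0.22 to 0.18) and the proliferation median 0.21. At Leiden resolution 2 the shares were -1.58 for T-like, 19.4 for macrophage-like and -24.0 for T-like among leukocyte-like cells, and the T-like medians 0.57 for inflammatory, -0.38 for effector and 0.30 for proliferation. At resolution 0.5 the shares were 29.3 for macrophage-like, -3.43 for NK or innate lymphoid-like and -24.9 for T-like among leukocyte-like cells. The T-like medians were 0.46 for interferon and -0.13 for dissociation response, and proliferation reversed to -0.19, as did the tbx21 share, to -0.92.

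With all barcodes, differences were -2.72 for T-like, 28.6 for macrophage-like, -1.90 for NK or innate lymphoid-like, -13.8 for epidermal-like and -29.5 for T-like among leukocyte-like cells, and the T-like proliferation median was 0.40. With the stricter filter they were -2.97 for T-like, 28.0425 for macrophage-like, 5.53 for neutrophil-like, 0.23 for NK or innate lymphoid-like (reversed) and -25.5 for T-like among leukocyte-like cells, and the T-like proliferation median was 0.38. Without doublet removal they were 13.7 for macrophage-like, 0.21 for NK or innate lymphoid-like (reversed) and -29.4 for T-like among leukocyte-like cells, and the dissociation median over all cells was -0.40. With 2 times the doublets removed they were -4.45 for T-like, 16.3 for macrophage-like, 5.57 for neutrophil-like and -26.4 for T-like among leukocyte-like cells, and the T-like proliferation median was 0.3753.

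With every cluster given its best-scoring class, differences were 31.5 for macrophage-like, 4.96 for neutrophil-like, -2.79 for NK or innate lymphoid-like and -27.3 for T-like among leukocyte-like cells, and the T-like inflammatory and class II medians were 0.4022 and -0.33. With cells thinned to 1000 UMIs before clustering, they were 28.2 for macrophage-like, 8.68 for neutrophil-like, -1.81 for NK or innate lymphoid-like and -11.9 for epidermal-like. Clustering without the genes of the interferon, inflammatory and proliferation panels moved none of the 7 share differences beyond its interval. The genes of the other panels stayed in that clustering.

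Median-of-ratios scaling shifted all panels by a common amount. Over all cells it gave 1.04 for interferon, 1.39 for inflammatory, -0.19 for effector, -0.038 for class II, 0.49 for proliferation and -0.15 for dissociation response. In T-like cells it gave 0.75 for interferon, -0.33 for effector, 0.28 for class II and 0.74 for proliferation. With cells thinned to 1000 UMIs before summing, which weighs cells equally, medians over all cells were 0.72 for inflammatory, -0.92 for effector, -0.11 for class II, 0.039 for proliferation and -0.41 for dissociation response. In T-like cells they were 0.32 for interferon, 0.29 for class II, 0.36 for proliferation and -0.17 for dissociation response. Without the cycling cluster, T-like class II and dissociation medians were 0.24 and -0.36. With members of at least 1 UMI, the inflammatory medians were 0.94 over all cells and 0.43 in T-like cells, and with at least 100 UMIs 1.15 over all cells.

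Without thinning, lck, gata3 and il7r shares reversed, to 5.94, 2.4964 and 2.91, as infected cells were deeper. Of the 3 single-gene ratios that changed sign, none shows a changed direction of the counts, since a library at 0 UMIs was set to the floor of 3. They were irg1l in mucous-like cells after thinning, at -0.44 with 0 control and 2 infected UMIs, and, without the 5 cells with the most UMIs, FP016234.1 in mucous-like and fabp11a in fibroblast-like cells, at 0.90 and -2.08. Genes at few UMIs in the control are limited by its depth.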

Other observations

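The tests on UMIs per cell and on XLOC_028703 were chosen after their results were seen. The others were written down before. The subtraction of a macrophage-like profile was added once the marker values had been seen, before its own result.

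Interferon and inflammatory medians were above 0 in every class compared, including erythrocyte-like cells, where the inflammatory median was 1.73. In mucous-like cells the interferon median, 0.53, lay within the range of random lists (-0.23 to 0.63), so it did not stand apart there. Free RNA of macrophage-like cells was tested as a cause. In erythrocyte-like cells the macrophage markers rose by 1.19, with an interval that overlaps the panel's. In T-like cells they rose by 1.74, more than the interferon panel. Free RNA may therefore contribute to both rises, and a response of the cells stays open. Whether it is the whole cause cannot be told apart from such a response by subtraction of the macrophage-like profile, because the profile is assumed. Subtraction gave an inflammatory median of 0.063 in erythrocyte-like cells, with 4 of 10 members at the floor, and an interferon median of 0.52 in T-like cells, with 2 of 36 at the floor.

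A T-like cluster led by rag1, a gene of developing lymphocytes, held 47 control and 2 infected cells. If the same cells had been placed in other clusters, rag1 UMIs would be found there. After thinning to 1000 UMIs, 24 of 2942 control cells (0.816%, 0.523 to 1.21) and 0 of 4106 infected cells (0.0%, up to 0.0898) had a UMI of rag1. Unthinned, 41 control and 2 infected cells had one. Other placement thus does not explain the difference. Tissue carried along in one preparation, such as thymus, differences between fish, and infection were not tested.

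UMIs per cell were higher in the infected library. If deeper sequencing alone had caused this, every class would show a like ratio of medians. The ratio was 0.406 in mucous-like, 1.13 in erythrocyte-like, 1.60 in T-like and 2.68 in epidermal-like cells. Only mucous-like cells, with 53 control and 55 infected cells, had a lower median in the infected library. Depth alone does not give opposite directions, but this rests on that small class. The mix of clusters enters too. Epidermal-like cluster 20, with no infected cells, had a median of 1693.5 UMIs, and the infected cells of cluster 28 had 24414. RNA content, cell quality or the mix of cells may thus also differ.

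XLOC_028703 was lower in the infected library in each of the 8 classes with at least 20 UMIs of it, from -5.37 in fibroblast-like to -3.97 in macrophage-like cells on the log2 scale. A strain or donor variant against the reference may lower a gene in all cells alike. It cannot be told apart from a response common to all classes, since each group is 1 library.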
